# An Interaction-Based Method for Refining Results From Gene Set Enrichment Analysis

**DOI:** 10.3389/fgene.2022.890672

**Published:** 2022-05-30

**Authors:** Yishen Wang, Yiwen Hong, Shudi Mao, Yukang Jiang, Yamei Cui, Jianying Pan, Yan Luo

**Keywords:** GSEA, RNA-Seq, MiR-124-3p, apriori algorithm, miRNA

## Abstract

**Purpose:** To demonstrate an interaction-based method for the refinement of Gene Set Enrichment Analysis (GSEA) results.

**Method:** Intravitreal injection of miR-124-3p antagomir was used to knockdown the expression of miR-124-3p in mouse retina at postnatal day 3 (P3). Whole retinal RNA was extracted for mRNA transcriptome sequencing at P9. After preprocessing the dataset, GSEA was performed, and the leading-edge subsets were obtained. The Apriori algorithm was used to identify the frequent genes or gene sets from the union of the leading-edge subsets. A new statistic d was introduced to evaluate the frequent genes or gene sets. Reverse transcription quantitative PCR (RT-qPCR) was performed to validate the expression trend of candidate genes after the knockdown of miR-124-3p.

**Results:** A total of 115,140 assembled transcript sequences were obtained from the clean data. With GSEA, the NOD-like receptor signaling pathway, C-type-like lectin receptor signaling pathway, phagosome, necroptosis, JAK-STAT signaling pathway, Toll-like receptor signaling pathway, leukocyte transendothelial migration, chemokine signaling pathway, NF-kappa B signaling pathway and RIG-I-like signaling pathway were identified as the top 10 enriched pathways, and their leading-edge subsets were obtained. After being refined by the Apriori algorithm and sorted by the value of the modulus of d **,** Prkcd, Irf9, Stat3, Cxcl12, Stat1, Stat2, Isg15, Eif2ak2, Il6st, Pdgfra, Socs4 and Csf2ra had the significant number of interactions and the greatest value of d to downstream genes among all frequent transactions. Results of RT-qPCR validation for the expression of candidate genes after the knockdown of miR-124-3p showed a similar trend to the RNA-Seq results.

**Conclusion:** This study indicated that using the Apriori algorithm and defining the statistic d was a novel way to refine the GSEA results. We hope to convey the intricacies from the computational results to the low-throughput experiments, and to plan experimental investigations specifically.

## 1 Introduction

MicroRNAs (miRNAs) are a class of noncoding RNAs that play key roles in regulating gene expression and are involved in a variety of biological processes during retinal development (Damiani et al., 2008). In most cases, miRNAs inhibit the expression or promote the degradation of messenger RNA (mRNA) by interacting with the specific sequences located in the 3 UTR of their target mRNA (Ha and Kim, 2014). According to this feature, each miRNA can target hundreds of mRNAs. The development of transcriptomics technologies such as RNA sequencing (RNA-Seq) can provide a broad account of RNA transcripts and consequently insight into changes in the mRNA expression of downstream genes after experimental intervention on the miRNA (Wang et al., 2009).

Due to the large amount of sequencing data generated by RNA-Seq, appropriate bioinformatics methods are needed to handle the data. After preprocessing the data, traditional quantitative analysis for mRNA expression analysis focuses on identifying differentially expressed upregulated and downregulated genes between two individual groups. Traditional strategies usually set an arbitrary cutoff in terms of expression fold-change (e.g., fold-change ≥ 1.5 considered significant) to filter the critical genes. Conservative and relaxed cutoff values may cause false negative and false positive results, respectively, making the results less objective and reproducible. To overcome the analytical challenges of focusing on a single gene, gene set enrichment analysis (GSEA) helps to gain further insight into the distribution of genes preannotated in biological categories by incorporating the entirety of gene expression. However, both single and global gene analysis often generate a large number of candidate genes (Ackermann and Strimmer, 2009). The lack of golden standard datasets also makes the assessment of gene set analysis methods rudimentary (Maleki et al., 2020). Hence, instead of extracting more genes from datasets, the goal of this study was to attempt reducing the dimensionality of analysis results and refining the intricacies from the high-throughput results to the low-throughput experiments.

Several studies have characterized miRNA expression in the developing mammalian retina, and miR-124-3p has been shown to be one of the most abundantly expressed miRNAs (Karali et al., 2007; Hackler et al., 2010; Karali et al., 2010; Karali et al., 2016). Although the miR-124a-3p knockdown mouse exhibited neuronal dysfunction and dysmaturation by disinhibition of Lhx2, its downstream responses in mouse retinal development after birth were still relatively deficient at the transcriptome level. In our previous study, miR-124-3p exhibited a significantly increasing trend after birth, and its related pathways predicted by bioinformatics analysis were associated with biological processes that may play crucial roles in mouse retinal development (Wang et al., 2020). To gain insight into its downstream processes, RNA-Seq was used to obtain the expression profile of mRNA transcripts after the knockdown of miR-124-3p.

In GSEA, given a set of genes sorted depending on given conditions (e.g., mRNA expression level of downstream genes) and a biological category, a running sum statistic is computed iteratively from top to bottom of the sorted set to evaluate whether it is enriched in the given biological category. When processed, the running sum will increase whenever a gene belonging to the given biological category is found and otherwise decrease. Therefore, the running sum will be relatively high if the gene set falls at either the top (overexpressed) or bottom (underexpressed) and is likely to be subsequently related to the given biological category.

Based on the properties mentioned above, GSEA is an appropriate tool to obtain a precise description of the downstream effects of miRNAs. Since a miRNA and its target mRNAs demonstrate negative correlations because of degradation (Ritchie et al., 2009; Wang and Li, 2009), when the expression value of the miRNA is manipulated to decrease, the upregulated and downregulated mRNA expression can be assumed to be its direct effects and indirect effects, which are likely to be enriched at the top and bottom in GSEA, respectively, and vice versa.

Through the analysis of a downstream mRNA dataset from RNA-Seq after miR-124-3p knockdown, we demonstrate how the original GSEA method was extended and the results from GSEA were refined, which could be used as a comprehensive protocol for downstream analysis in the loss- and gain-intervention to a specific miRNA. Some parameters, such as the leading-edge subset, were modified to better describe the characteristics of the bottom (underexpressed) mRNAs based on the classical GSEA approach by Subramanian et al. (2005). The union of the leading-edge subsets in the enriched KEGG pathways was selected. For traditional GSEA, the number of generated candidate genes is usually still too high. One or several key genes or pathways need to be identified for further functional experiments. Apriori algorithm and a new statistic d were introduced to correct this issue. It is hypothesized that genes play critical roles in the entire leading-edge subsets if they have the most interactions with other genes. Apriori algorithm could use prior Boolean association rules (gene-gene interaction) to mine these pivotal genes or gene sets. Afterward, the expression vector of candidate genes or gene sets were modified with their relationship as a new statistic d . Finally, the candidate genes were refined, and key genes were identified.

## 2 Methods

### 2.1 Knockdown of miR-124-3p and RNA Extraction

C57BL/6J mice were used to study the transcriptome of miR-124-3p during retinal development. Mice at postnatal day 3 (P3) were given 1 μl of 0.6 nmol/μl miR-124-3p antagomir in the left eye as the anti-miR-124 group and 0.6 nmol/μl antagomir negative control in the right eye as the negative control (NC) group by intravitreal injection. Retinas from mice at P9 were harvested, and total RNA was isolated by TRIzol (Invitrogen; Thermo Fisher Scientific, Inc, Waltham, MA, United States) according to the manufacturer’s instructions. Both groups consisted of 12–15 mixed retina tissues, and one biological replicate was conducted. In addition, to increase the heterogeneity of the sample, the samples in each group were from at least two different litters.

### 2.2. RT–qPCR Validation for the Knockdown of miR-124-3p and RNA-Seq

Reverse transcription quantitative PCR (RT–qPCR) was performed to validate the knockdown rate of the anti-miR-124 group compared with the NC group. Total RNA from both groups was reverse transcribed using a PrimeScript RT reagent kit (Takara Bio, Inc, Otsu, Japan). Real-time PCR was subsequently performed on the resulting cDNA template with a TB Green™ Premix Ex Taq™ II kit (Takara Bio, Inc, Otsu, Japan) on a StepOnePlus™ Real-Time PCR System (Applied Biosystems; Thermo Fisher Scientific, Inc, Waltham, MA, United States). The 2^−ΔΔCt^ method was used to quantify miRNA expression levels with the u6 gene as an internal reference (Livak and Schmittgen, 2001). After significant knockdown of the expression level of miR-124-3p was confirmed by RT–qPCR, RNA-Seq was carried out to detect the expression levels of mRNAs in both groups. The RNA-Seq data in the present study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE200915 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200915).

### 2.3 GSEA

GSEA was carried out using Python 3.6 (Python Software Foundation. Python Language Reference, version 3.6, available at https://www.python.org).

#### 2.3.1 Data Preprocessing

To normalize the length of the mRNA sequences and the sequencing depth of a sample, transcripts per million (TPM) were used to assess the expression level of mRNAs. Read counts for all the mRNA transcripts were demonstrated in Data Sheet 1. The method for calculating TPM was described in detail elsewhere (Wagner et al., 2012; Dillies et al., 2013). Based on previous research, the frequency distribution of genes with different expression levels has a mode at TPM nearly equal to 0 and a long tail toward higher TPM values (Wagner et al., 2013; Bush et al., 2018; Monaco et al., 2019). Therefore, to determine an appropriate interval to filter genes with very low expression, a base 10 logarithmic scale was used to evaluate the frequency distribution of TPM for the genes in all groups.

#### 2.3.2 Calculating the Expression Difference

In each group set, the expression difference for a gene between the two groups was defined as the log2-transformed fold-change value of TPM. To reduce the false positive rate of the results, only genes that had the same expression trend between the two biological replicates were considered reliable. Based on these methods, a list of candidate genes and their corresponding gene expression differences was obtained.

#### 2.3.3 Obtaining the Enrichment Score and Its Related Parameters in Kyoto Encyclopedia of Genes and Genomes Pathways

The candidate genes were ranked from highest to lowest expression level, and the enrichment score (ES) for each Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway was calculated based on the GSEA approach (Subramanian et al., 2005). KEGG gene annotation was derived from the KEGG database (https://www.genome.jp/kegg-bin/download_htext?htext=ko00001.keg&format=json&filedir=). After excluding three types of annotations (“09160 Human Diseases”, “09180 Brite Hierarchies”, “09,190 Not Included in Pathway or Brite”) in KEGG pathways that were not related to retinal development, GSEA was performed on 354 pathways whose expression patterns might have changed in the retina. Afterward, the *p* value for each KEGG pathway was estimated by comparing the absolute value of its maximum ES with randomly generated sets of absolute values of maximum ES. A *p* value <0.05 was considered significant or enriched. To balance the accuracy of the estimation and the required computing power, the number of permutations used to generate the comparisons was set to 1,000. For an enriched pathway, a leading-edge subset is a set of genes that contributes to the maximum ES in the ranked list of genes. The subset will be found at the top if the maximum ES is positive (upregulated gene subset) or at the bottom if the maximum ES is negative (downregulated gene subset). Afterward, the union of the leading-edge subsets in the enriched KEGG pathways was selected.

##### 2.3.3.1 Calculating the Maximum ES

Since a total of n candidate genes were ranked from highest to lowest expression level, we denoted $\delta =\left(\delta_{1},\delta_{2}\ldots \delta_{n}\right)$ as the vector of differences, where each element $\delta_{i}$ in δ represented the expression difference of a single gene $g_{i}$ between two groups. Accordingly, a corresponding gene vector $g=\left(g_{1},g_{2}\ldots g_{n}\right)$ was defined, where each element $g_{i}$ was the gene name using NCBI Gene Symbol. To calculate the ES in a KEGG pathway, it is necessary to determine whether the gene $g_{i}$ belongs to this pathway. We established the following definition: if $g_{i}$ belonged to the annotations of this pathway, $r\left(g_{i}\right)=1$ ; if $g_{i}$ did not belong to the annotations of this pathway, $r\left(g_{i}\right)=0$ , and a new vector $r=\left(r_{1},r_{2},\ldots r_{n}\right)$ was generated, where each element $r_{i}$ consisted of 0 and 1. To facilitate the iteration in the computer program, the calculation of ES was rewritten into the following form according to the method described by Subramanian *et al* (Subramanian et al., 2005).

$$es_{0}=0$$

$$es_{i}=r_{i}\frac{{\left|\delta_{i}\right|}^{p}}{N_{R}}+\left(r_{i}-1\right)\frac{1}{n-N_{H}}+es_{i-1},i\geq 1$$

where $N_{H}=\sum r_{i}$ , $N_{R}=\sum r_{i}{\left|\delta_{i}\right|}^{p}$ , $es_{i}$ represents the value of ES and p is a weighing factor with a range of [0, 1] . A value of p=1 was set as a constant in the study. By the method of mathematical induction, it was easy to prove that $es_{n}=0$ .

In particular, $N_{R}$ equal to 0 indicated that none of the genes in g belonged to the annotations in the KEGG pathway. To prevent a division by zero error (when $N_{R}=0$ ), we set any value of $es_{i}$ equal to 0 under this condition. Thus, the maximum ES, $es_{max}=sign\left(es_{k}\right)max\left(|es_{1}\left|,\;|es_{2}\right|\ldots |es_{n}|\right)$ , was obtained, where $\left|es_{k}\right|$ was the maximum element in the max(⋅) function, and sign(⋅) represented the signum function to indicate the positive and negative values of $es_{max}$ .

##### 2.3.3.2 Estimating the Significance of the Maximum ES

To estimate the significance of the $es_{max}$ generated from g in the KEGG pathway, a nominal *p* value was calculated using an empirical phenotype-based permutation method derived from Subramanian et al. (2005). Given the null hypothesis that the order of the elements in g was random, the way to reject the null hypothesis was to calculate the probability of $es_{max}$ in its randomly generated distribution, which was derived from a set of randomly assigned g . When the order of elements in g was disrupted and the other parameters remained unchanged, the new corresponding value of $es_{max}$ was related only to the random rearrangement of elements in g . After repeating the above random rearrangement process v times, a series of values of $es_{max}^{\prime }$ with a total number of v were obtained based on the null hypothesis, and the absolute value was taken: ( $\left|es_{max1}^{\prime }|,|es_{max2}^{\prime }|,\ldots |es_{maxv}^{\prime }|\right)$ . The empirical cumulative distribution function (CDF) ${\hat{F}}_{v}\;$ for $es_{max}^{\prime }$ (derived from the null hypothesis) can be described as follows:

$$\hat{F_{v}}\left(x\right)=\frac{1}{v}\overset{v}{\underset{i=1}{\sum }}I\left(|es_{maxi}^{\prime }|\leq x\right)$$

where I(⋅) is the indicator function of an event and v corresponds to the number of permutations in Subramanian *et al* (Subramanian et al., 2005). According to the empirical CDF, the *p* value for an $es_{max}$ in a pathway was calculated as follows:

$$p=1-\hat{F_{v}}\left(\left|es_{max}\right|\right)$$

##### 2.3.3.3 Obtaining the Leading-Edge Subsets

In an enriched pathway, the leading-edge subset in g appears prior to the peak score for a positive $es_{max}$ and appears subsequent to the peak score for a negative $es_{max}$ . The leading-edge subset L can be described as follows:

$$L=\{\begin{array}{c} \left\{g_{j}\text{|}r\left(g_{j}\right)=1,\;j<i\right\}\;if\;es_{max}>0\\ \left\{g_{j}\text{|}r\left(g_{j}\right)=1,\;j\geq i\right\}\;if\;es_{max}<0\;\\ \left\{\emptyset \right\}\;if\;es_{max}=0\; \end{array}$$

where i represents the position number of $\;es_{max}$ .

#### 2.3.4 Refining the Results From Leading-Edge Subsets

Some genes or gene sets with interactions appear more frequently than others, indicating their pivotal roles in the enriched KEGG pathways. For instance, the interacting gene set Raf1–Map2k1–Erk plays an important role in a series of pathways, such as the ErbB signaling, FoxO signaling, and Ras signaling pathways. The Apriori algorithm designed for finding frequent item sets was introduced to identify these frequently appearing genes or interacting gene sets (Agrawal and Srikant, 1994). The goal of the algorithm is to identify genes (including a single gene or multiple genes with interactions) whose frequency of occurrence in the gene interactions is greater than a specified threshold. Prior knowledge of gene–gene interactions was determined by the Reactome database (Croft et al., 2011) (https://reactome.org/download/tools/ReatomeFIs/FIsInGene_122220_with_annotations.txt). After the frequent gene sets were calculated by the Apriori algorithm, a new statistic d was defined to comprehensively evaluate the real weights of a frequent gene set. Finally, by sorting the modulus of the statistic d , the significant genes were obtained for further experiments.

The number of iterations was set to 4, which meant that gene interactions were generated with a maximum item size of 4. As Apriori uses a “bottom up” approach, genes in the union of the leading-edge subsets were used as the first-level candidates. Afterward, the number of genes in a candidate was increased by one, and the candidates that had an infrequent pattern (defined by the threshold) or were not consistent with the gene interaction knowledge were pruned. According to the above method, frequent candidates were extended one gene at a time. The threshold was set to 3, indicating that a candidate would be removed if its frequency was less than 3 among all transactions. The algorithm terminated when no frequent candidates could be generated, and frequent gene sets were identified by screening. Since the frequent gene sets were calculated based on prior annotation, a new statistic d was defined to comprehensively evaluate the real weights of a frequent gene set. The statistic d of a frequent gene set is equal to the multiplication between the column vector of the expression level and its correlation matrix, and the modulus of the statistic d represents comprehensive expression based on prior annotation and the actual expression level. Finally, by sorting the modulus of the statistic d , the significant genes were obtained for further experiments.

##### 2.3.4.1 Generating the Correlation Matrixes From a Gene Set

According to prior knowledge in the Reactome database, there are three categories of gene effects on another: upregulation, downregulation, or no effect, where the symbols ‘ → ’ and ‘⇢’ represent upregulation and downregulation, respectively. For a vector containing n genes, its correlation matrix M was a square matrix of order n , whose elements were the interaction information among these genes. We defined its element $a_{ij}$ as follows:

$$a_{ij}=\{\begin{array}{c} 1\;if\;g_{i}\to g_{j}\;\mathrm{and}\;i\neq j\\ -1\;if\;g_{i}\cdots >g_{j}\;\mathrm{and}\;i\neq j\\ 0\;if\;g_{i}\;\mathrm{had}\;\mathrm{no}\;\mathrm{effect}\;\mathrm{on}\;g_{j}\;\mathrm{and}\;i\neq j\\ 1\;if\;i=j \end{array}$$

where i and j represent the index numbers of $g_{i}$ and $g_{j}$ in the tuple, respectively.

For example, for a 4-dimensional vector of a gene set (A, B, C, D) with the following relationship:

{(A→B), (A⋯>C), (A→D), (B⋯>C), (C→D)} (1)

the correlation matrix was described as follows:

$$M=\left[\begin{array}{cccc} 1 & 1 & -1 & 1\\ 0 & 1 & -1 & 0\\ 0 & 0 & 1 & 1\\ 0 & 0 & 0 & 1 \end{array}\right]$$

##### 2.3.4.2 Generating Interactions From the Leading-Edge Subsets

Genes from the union of the leading-edge subsets were used to iteratively generate gene transactions. After obtaining the union of the leading-edge subsets with m genes, the vector l consisting of these genes and the correlation matrix M reflecting their interactions were created. Elements in l were considered basic gene interactions in the first iteration. For an iteration vector, a gene would be appended to a gene transaction if it had an interaction (upregulation or downregulation) with the gene at the end of the transaction, and all possible new interactions were used as the basic gene interactions for the next iteration. In the study, gene interactions with a maximum of 4 items were generated.

For example, let the 4-dimensional vector l=(A, B, C, D) be the union of the leading-edge subsets, and let the interactions be as described above in (1). For 4 iterations, the sequences of gene interactions $I=\left(I_{1},I_{2},I_{3},I_{4}\right)$ were generated as follows:

$$I_{1}=\left\{\begin{array}{c} \left(\text{A}\right)\\ \left(\text{B}\right)\\ \left(\text{C}\right)\\ \left(\text{D}\right) \end{array}\right\}\;\;I_{2}=\left\{\begin{array}{c} \left(\text{A},\text{ B}\right)\\ \left(\text{A},\text{ C}\right)\\ \left(\text{A},\text{ D}\right)\\ \left(\text{B},\text{ C}\right)\\ \left(\text{C},\text{D}\right) \end{array}\right\}\;I_{3}=\left\{\begin{array}{c} \left(\text{A},\text{ B},\text{ C}\right)\\ \left(\text{A},\text{ C},\text{ D}\right)\\ \left(\text{B},\text{ C},\text{ D}\right) \end{array}\right\}\;I_{4}=\left\{\begin{array}{c} \left(\text{A},\text{ B},\text{ C},\text{ D}\right) \end{array}\right\}$$ (3)

##### 2.3.4.3 Mining Frequent Gene Sets by the Apriori Algorithm

To detect frequent gene sets from the gene transactions, the value support was used to evaluate the frequency of a gene set. For the vector a of a gene set, the support of a was defined as the total count of a in all transactions.

For example, the support of (A, C) in interactions I in (3) was 2 ( (A, C) in $I_{2}$ and (A, C, D) in $I_{3}$ ).

Given a threshold min for support (a threshold min=3 was set in this study), gene interactions $I=\left(I_{1},I_{2}\ldots I_{t}\right)$ generated from t iterations and setting both the frequent gene set and the infrequent gene set, F and $\bar{F}$ , to ∅ initially, the algorithm in the study was described in two steps below:

Step 1 Start with i=1 . Traverse all interactions in I . Append the interactions whose support≥min to F and the interactions whose support<min to $\bar{F}$ , respectively. Based on the Apriori principle, if a transaction is found to be infrequent, then all its super interactions are also infrequent. Remove the transaction in $I_{i+1}$ (if it exists) when a transaction in $\bar{F}$ belongs to the transaction in $I_{i+1}$ .

Step 2 Repeat Step 1 until no further successful extensions are found. F is the returned result.

For example, for the gene interactions I described above in (3) and a given threshold min=3 , the process of the Apriori algorithm was as follows:

$$i=1:\;I_{1}=\left\{\begin{array}{c} \left(\text{A}\right)\\ \left(\text{B}\right)\\ \left(\text{C}\right)\\ \left(\text{D}\right) \end{array}\right\}\;\;support=\left\{\begin{array}{c} \left(\text{A}\right):7\\ \left(\text{B}\right):6\\ \left(\text{C}\right):8\\ \left(\text{D}\right):6 \end{array}\right\}\;F=\left\{\begin{array}{c} \left(\text{A}\right)\\ \left(\text{B}\right)\\ \left(\text{C}\right)\\ \left(\text{D}\right) \end{array}\right\}\;\bar{F}=\emptyset$$

In i=1 , no interactions in $I_{2}$ were removed.

$$i=2:\;I_{2}=\left\{\begin{array}{c} \left(\text{A},\text{ B}\right)\\ \left(\text{A},\text{ C}\right)\\ \left(\text{A},\text{ D}\right)\\ \left(\text{B},\text{ C}\right)\\ \left(\text{C},\text{D}\right) \end{array}\right\}\;\;support=\left\{\begin{array}{c} \left(\text{A},\text{ B}\right):3\\ \left(\text{A},\text{ C}\right):2\\ \left(\text{A},\text{ D}\right):1\\ \left(\text{B},\text{ C}\right):2\\ \left(\text{C},\text{D}\right):4 \end{array}\right\}\;F=\left\{\begin{array}{cc} \left\{\begin{array}{c} \left(\text{A}\right)\\ \left(\text{B}\right)\\ \left(\text{C}\right)\\ \left(\text{D}\right) \end{array}\right\} & \left\{\begin{array}{c} \left(\text{A},\text{B}\right)\\ \left(\text{C},\text{D}\right) \end{array}\right\} \end{array}\right\}\;\bar{F}=\left\{\begin{array}{c} \left(\text{A},\text{C}\right)\\ \left(\text{A},\text{D}\right)\\ \left(\text{B},\text{C}\right) \end{array}\right\}$$

In i=2 , (A, C, D) and (B, C, D) were super interactions in $\bar{F}$ and were removed in $I_{3}$ .

$$i=3:\;I_{3}=\left\{\begin{array}{c} \left(\text{A},\text{ B},\text{ C}\right) \end{array}\right\}\;\;support=\left\{\left(\text{A},\text{ B},\text{ C}\right):2\right\}\;F=\left\{\begin{array}{cc} \left\{\begin{array}{c} \left(\text{A}\right)\\ \left(\text{B}\right)\\ \left(\text{C}\right)\\ \left(\text{D}\right) \end{array}\right\} & \left\{\begin{array}{c} \left(\text{A},\text{B}\right)\\ \left(\text{C},\text{D}\right) \end{array}\right\} \end{array}\right\}\;$$

$$\;\bar{F}=\left\{\begin{array}{cc} \left\{\begin{array}{c} \left(\text{A},\text{C}\right)\\ \left(\text{A},\text{D}\right)\\ \left(\text{B},\text{C}\right) \end{array}\right\} & \left\{\begin{array}{c} \left(\text{A},\text{B},\text{C}\right) \end{array}\right\} \end{array}\right\}$$

In i=3 , (A,B, C, D) was a super transaction in $\bar{F}$ and was removed in $I_{4}$ . Iteration was terminated, and the frequent gene set F was obtained.

##### 2.3.4.4 Calculating the Weights of the Frequent Gene Set

After the frequent gene set was obtained by the Apriori algorithm, a new statistic d was introduced to evaluate the real ‘weights’ of the frequent gene set consisting of expression levels obtained from RNA-Seq. Given an element vector g from the frequent gene set, d was defined as the multiplication of its expression vector δ on its correlation matrix M :

d=δM

For example, given an element vector g=(A,B) from the frequent gene set F , its expression vector δ=(a,b) and correlation matrix $M=\left[\begin{array}{cc} 1 & 1\\ 0 & 1 \end{array}\right]$ [derived from the relationship (A → B)] were:

$$d=\left[\begin{array}{cc} a & a+b \end{array}\right]$$

The modulus of d should be:

$$\|d\|=\sqrt{a^{2}+{\left(a+b\right)}^{2}}$$

Since gene B was upregulated by gene A according to the prior knowledge, theoretically, if the expression value a of gene A was increased (a>0) , its expression value b should also be increased (b>0) . However, under the same condition where the expression value a was increased (a>0) , if the expression value b was decreased (b<0) , or if the increase in the expression value b was not as large as in the first case, ‖d‖ would be smaller in the second case than in the first case, indicating that the weights in the second case were smaller than those in the first case. Specifically, for a single gene  S , ‖d‖ is the absolute value of its expression level:

$$\|d\|=\|\left(s\right)\left[\begin{array}{c} 1 \end{array}\right]\|=\left|s\right|$$

Any frequent gene set could be described by d no matter how complicated the interactions among genes, and its ‖d‖ represented the comprehensive weights related to their interactions and expression levels.

For instance, given the 4-dimensional vector of gene set l=(A, B, C, D) , its expression vector δ=(a,b,c,d) and its correlation matrix M given above, its comprehensive weights were described as follows:

$$d=\left(a,b,c,d\right)\left[\begin{array}{cccc} 1 & 1 & -1 & 1\\ 0 & 1 & -1 & 0\\ 0 & 0 & 1 & 1\\ 0 & 0 & 0 & 1 \end{array}\right]=\left[\begin{array}{cccc} a & a+b & -a-b+c & a+c+d \end{array}\right]$$

$$\|d\|=\sqrt{a^{2}+{\left(a+b\right)}^{2}+{\left(-a-b+c\right)}^{2}+{\left(a+c+d\right)}^{2}}$$

According to this method, the weights associated with any frequent gene set will be referred to as its value of ‖d‖ , and the frequent gene set with the highest weights could then be identified by ranking the value of ‖d‖ . Since the value of ‖d‖ will increase with the increase in the number of items, the value of ‖d‖ must be compared among frequent gene sets with the same number of genes.

### 2.4 RT-qPCR Validation for the Candidate Genes

RT-qPCR was performed to validate the candidate genes. Total RNA from retinas was isolated and procedures for reverse transcription and Real-Time PCR were described previously earlier. Gene expression levels were quantified using the 2^−ΔΔCt^ method and normalized to GAPDH levels (Livak and Schmittgen, 2001). Graphical representation of the results was performed using GraphPad Prism v8.3.0 (GraphPad Software, Inc.).

## 3 Results

### 3.1 Data Preparation and Normalization

A total of 115,140 assembled transcript sequences were obtained from the clean data, among which 75,959 were distinct mRNA sequences. 

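The libraries were made from mouse retinas in which miR-124-3p was inhibited by an antagomir, a chemically modified antisense oligonucleotide that binds the mature microRNA. On postnatal day 3, the left eyes received 0.6 nmol of antagomir in 1 μl and the right eyes a scrambled sequence, and the retinas were taken on postnatal day 9, 6 days later. The paper gives 12 to 15 mixed retinas for each group and does not state the number per library. The authors deposited the number of reads counted on each of 48897 genes, without normalization, for 2 libraries of the anti-miR-124 group and 2 of the NC group, together with the length and position of each gene. Each library is named there by the eye and by a number that 1 left-eye and 1 right-eye library share, and the libraries with the same number are called pair A and pair B here, since the labels do not tell which pair is replicate 1. In pair A, 16317239 reads were counted on genes in the NC library and 17150849 in the anti-miR-124 library. In pair B, these totals were 17992340 and 18726963. TPM values were computed from the counts and the gene lengths. Differences between the groups were tested with edgeR's quasi-likelihood test on the counts with TMM normalization, for the 17766 genes that passed its filter on low counts. With 2 libraries per group, no gene had an adjusted p-value (Benjamini-Hochberg) under 0.05, the smallest being 0.487, and 694 genes had an unadjusted p-value under 0.05, of which 396 were higher and 298 lower in the anti-miR-124 group. The count of genes with an adjusted p-value under 0.05 moved most when the filter was left out, from 0 to 379 genes. The mature miR-124-3p was not measured by these libraries. Of its primary transcripts, Mir124a-1hg on chromosome 14 had 16235 and 11587 counts in the NC and anti-miR-124 libraries of pair A and 16003 and 17924 in those of pair B, a log2 fold change of -0.22 (standard error 0.15, adjusted p = 0.989 from edgeR's quasi-likelihood test). The log2 fold change of Mir124-2hg on chromosome 3 was -0.07 (standard error 0.07, adjusted p = 0.989 from the same test). An antagomir acts on the mature microRNA, so these values do not measure the knockdown.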

After TPM normalization, the expression levels of genes were observed on a 10-base logarithmic scale. The overall TPM values showed a one-tailed distribution, which was consistent with previous literature reports (Wagner et al., 2013; Bush et al., 2018; Monaco et al., 2019). 

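In each of the 4 libraries, between 21733 and 22291 of the listed genes had no count, which is 44.5% to 45.6% of them. A TPM above 0 and under 0.1 was found for 1589 to 1675 genes, and a TPM from 0.1 to under 1 for 7451 to 7751 genes. Between 6711 and 6956 genes lay from 1 to under 10, and 8695 to 8915 from 10 to under 100. The numbers then fell to between 1853 and 2055 genes from 100 to under 1000, and to between 71 and 82 genes from 1000 to under 10000. At the upper end, 2 or 3 genes per library reached 10000. At the lower end, the values rest on single reads, as a gene with 1 count had a median TPM of 0.129 in both NC libraries, and of 0.127 and 0.119 in the anti-miR-124 libraries of pair A and pair B. These numbers include all listed genes, coding and non-coding.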

Figure 1 shows that several genes had TPM values of 10^−4^, an amount of which was so small that it could not be clearly observed on the histogram. In addition, the TPM distribution on the order of 10^−7^ was irregular and inconsistent with the one-tailed distribution of the previous orders of magnitude. TPM data below 10^−6^ were excluded from further analysis. 

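A limit of 1 TPM was used here, which is the paper's limit if its values are fractions of the total, a scale that the paper's text does not name. In the deposited counts, between 17510 and 17931 genes per library reached it, and 16128 genes reached it in every library. Of these, 7608 genes had log2 TPM ratios of the same sign in pair A and pair B and so met the paper's rule on replicates.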

The expression differences of filtered genes were determined based on the log2-transformed fold-change TPM values. After miR-124-3p was knocked down in the mouse retina, most genes in the anti-miR-124 group were upregulated compared to the NC group, while a small portion were downregulated.

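Of the genes with the same sign in both pairs, 5309 were higher and 2299 were lower in the anti-miR-124 group, so that 69.8% were higher. The pairs differed in this respect. In pair A, the median log2 TPM ratio over all genes past the TPM limit was 0.10, and 69.3% of the genes were higher in the anti-miR-124 library. In pair B, the median was -0.003 and 49.4% were higher. The share depended on the scaling. With TMM-normalized counts in place of TPM, 3640 genes were higher and 3899 lower (48.3% higher), and with upper quartile scaling 47.8% were higher. DESeq2's size factors gave 3764 higher and 3768 lower genes. These scalings centre the log2 ratios near 0, with medians in pair A of -0.0085 (TMM), 0.0036 (DESeq2) and -0.0127 (upper quartile). A share near 50% therefore largely follows from them and does not test whether most genes rose. TPM is a share of the library, and 21 genes of the lens, mostly crystallins, took 6.68% of the TPM sum in the NC library of pair A, against 0.0234% in the anti-miR-124 library of that pair and 0.0177% and 0.0239% in the NC and anti-miR-124 libraries of pair B. When these genes were left out of the sum, an alternative chosen after the values were seen, 3726 genes were higher and 3820 lower. Without the NC library of pair A, 44.9% of genes were higher by the mean log2 ratio of the remaining libraries.

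**Figure D1:**
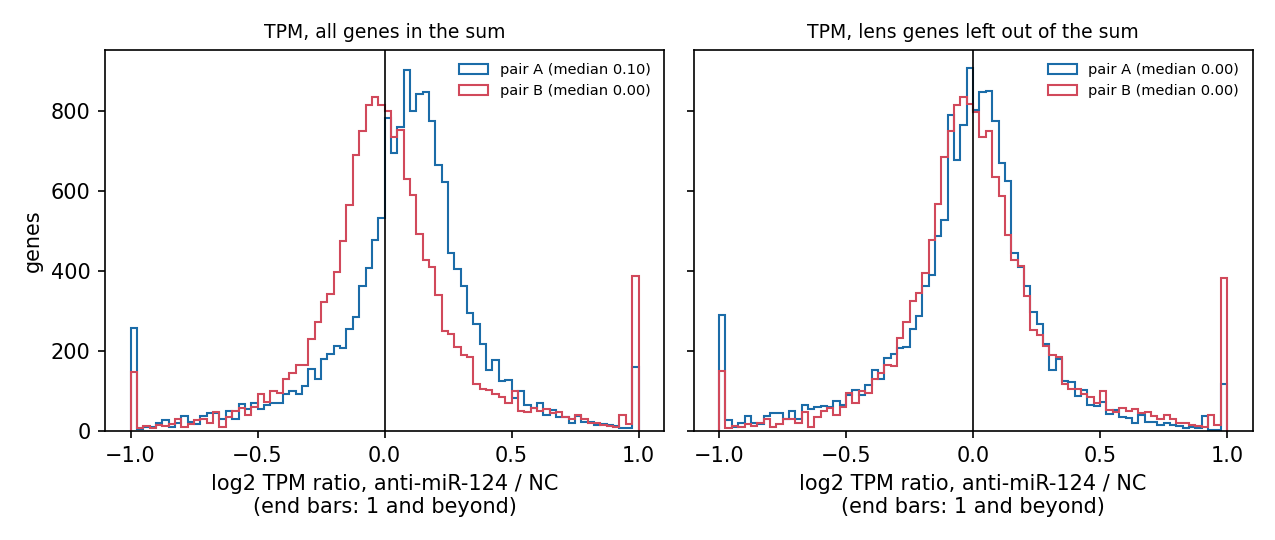
Number of genes (vertical axis) by the log2 TPM ratio of the anti-miR-124 library over the NC library (horizontal axis), for pair A in blue and pair B in red. On the left, TPM was computed over all genes and the distribution of pair A is centred at 0.10. On the right, the lens genes were left out of the TPM sum and both distributions are centred near 0. Ratios beyond the ends of the axis are counted in the end bars.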

**FIGURE 1:**
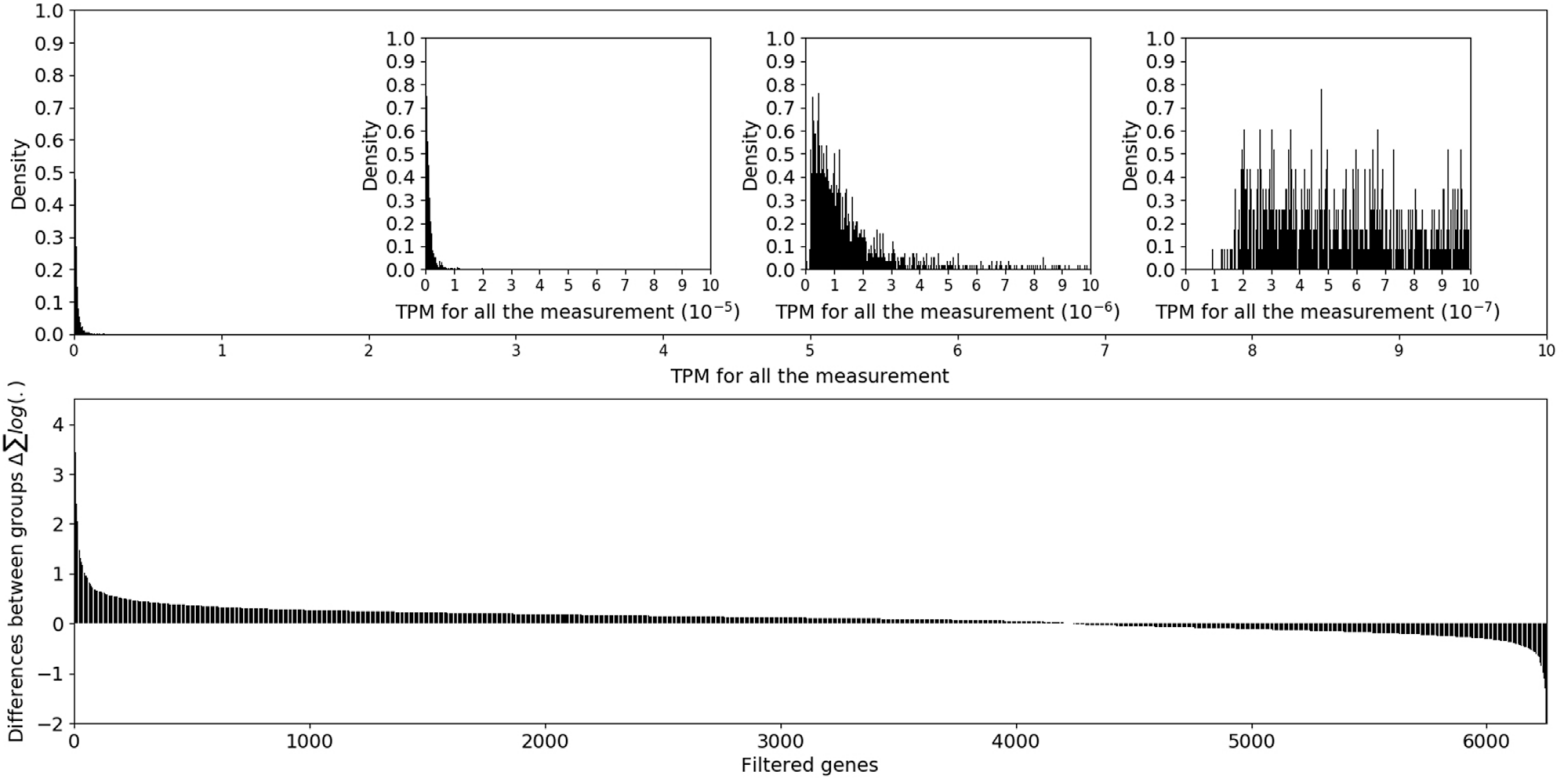
The upper panel showed the overall distribution of mRNA TPM values, and the lower panel showed the log2-transformed fold-change in filtered genes.

### 3.2 Identified Enriched KEGG Pathways and Their Leading-Edge Subsets

Based on GSEA of 354 pathways, the ranked gene list was enriched at the top in most of the pathways and enriched at the bottom in a small number of pathways. After *p* values were calculated based on 1,000 permutations, pathways related to retinal development with *p* values <0.05 were selected (Figure 2). The results indicated that only pathways with a positive maximum ES showed significant enrichment in upregulated genes, consistent with the negative regulation of mRNA by miRNA. 

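The KEGG annotation was not used here. The enrichment score defined in the paper was computed from the mean log2 TPM ratios of the filtered genes for 817 mouse Reactome gene sets with at least 5 of these genes. The maximum ES was positive for 634 sets and negative for 183. By 1000 permutations of the gene order, 121 sets with a positive and 3 with a negative maximum ES had a p-value under 0.05, not adjusted for the number of sets. The permutations treat genes as independent, and the replicate libraries do not enter the p-value. With TMM-normalized counts in place of TPM, an alternative added after the files were examined, these numbers were 78 and 2. The settings that each left out 1 library had no rule on replicates. With all libraries and no such rule, the numbers were 117 and 3. Without the anti-miR-124 library of pair B, 41 sets with a positive and 12 with a negative maximum ES had a p-value under 0.05.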

The top 10 enriched pathways and the expression levels of their leading-edge subsets are shown in Figure 3: the NOD-like receptor signaling pathway, C-type-like lectin receptor signaling pathway, phagosome, necroptosis, JAK-STAT signaling pathway, Toll-like receptor signaling pathway, leukocyte transendothelial migration, chemokine signaling pathway, NF-kappa B signaling pathway and RIG-I-like signaling pathway.

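For these 10 pathways, 12 Reactome sets were chosen by their names after some results had been seen, without comparing their genes with the KEGG pathways. Of these sets, 6 had a permutation p-value under 0.05. For the ER-phagosome pathway, the maximum ES was 0.745 over 30 genes (permutation p = 0.001, the smallest that 1000 permutations can give). The sets for cell surface interactions at the vascular wall (0.687), TRAF6-mediated NF-kB activation (0.846) and RIG-I and MDA5 signaling (0.737) reached the same smallest p-value. The set of Toll-like receptor cascades had a maximum ES of 0.538 (permutation p = 0.003). The C-type lectin receptor set had 0.490 (permutation p = 0.009), and 0.386 (permutation p = 0.138) when the lens genes were left out of the TPM sum. The other sets did not pass 0.05. These were interleukin signaling with an ES of 0.454 (permutation p = 0.066, and 0.04 without the lens genes), interleukin-6 signaling with 0.701 (permutation p = 0.094), chemokine receptors with 0.510 (permutation p = 0.319), TAK1 activation of NF-kB with 0.473 (permutation p = 0.318), regulated necrosis with 0.315 (permutation p = 0.81) and NOD1 and NOD2 signaling with -0.26 (permutation p = 0.949). The ES uses only the genes with the same sign in both pairs. The sets for chemokine receptors, regulated necrosis and NOD1 and NOD2 signaling were each scored on only 7 genes. Over all tested genes of a set, camera gave adjusted p-values of 0.653 for the ER-phagosome pathway, 0.17 for RIG-I and MDA5 signaling and 0.992 for the C-type lectin receptor set. Of the 63 tested genes of the ER-phagosome pathway, 14 were higher and 21 lower in both pairs, with a median log2 fold change of -0.01. In the C-type lectin receptor set, 17 of 106 tested genes were higher and 30 lower in both pairs. By camera, the sets for Toll-like receptor cascades (adjusted p = 0.0063), vascular wall interactions (0.0155), TRAF6-mediated NF-kB activation (0.0188), interleukin-6 signaling (0.00653) and interleukin signaling (0.012) passed 0.05, and none of them did with fry or an estimated correlation. Without the genes the study names, the adjusted p-values by camera were 0.166 for interleukin-6 signaling and 0.205 for TRAF6-mediated NF-kB activation, which no longer passed, 0.0346 for Toll-like receptor cascades and 0.0493 for the vascular wall and interleukin sets.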

**FIGURE 2:**
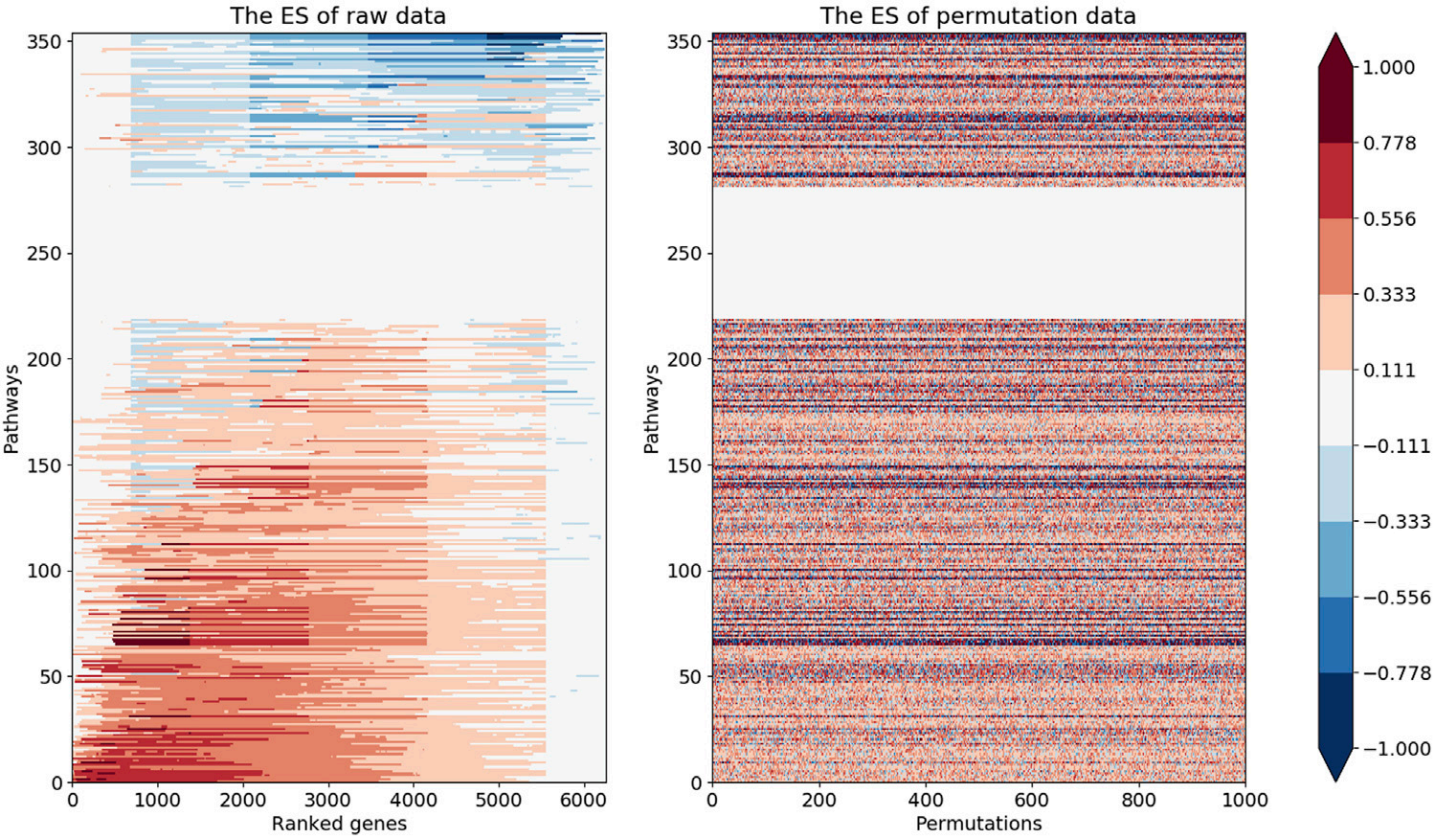
The left heatmap demonstrated ES values for all the 354 pathways in GSEA. The right heatmap illustrated randomly generated maximum ES values for the corresponding pathways.

**FIGURE 3:**
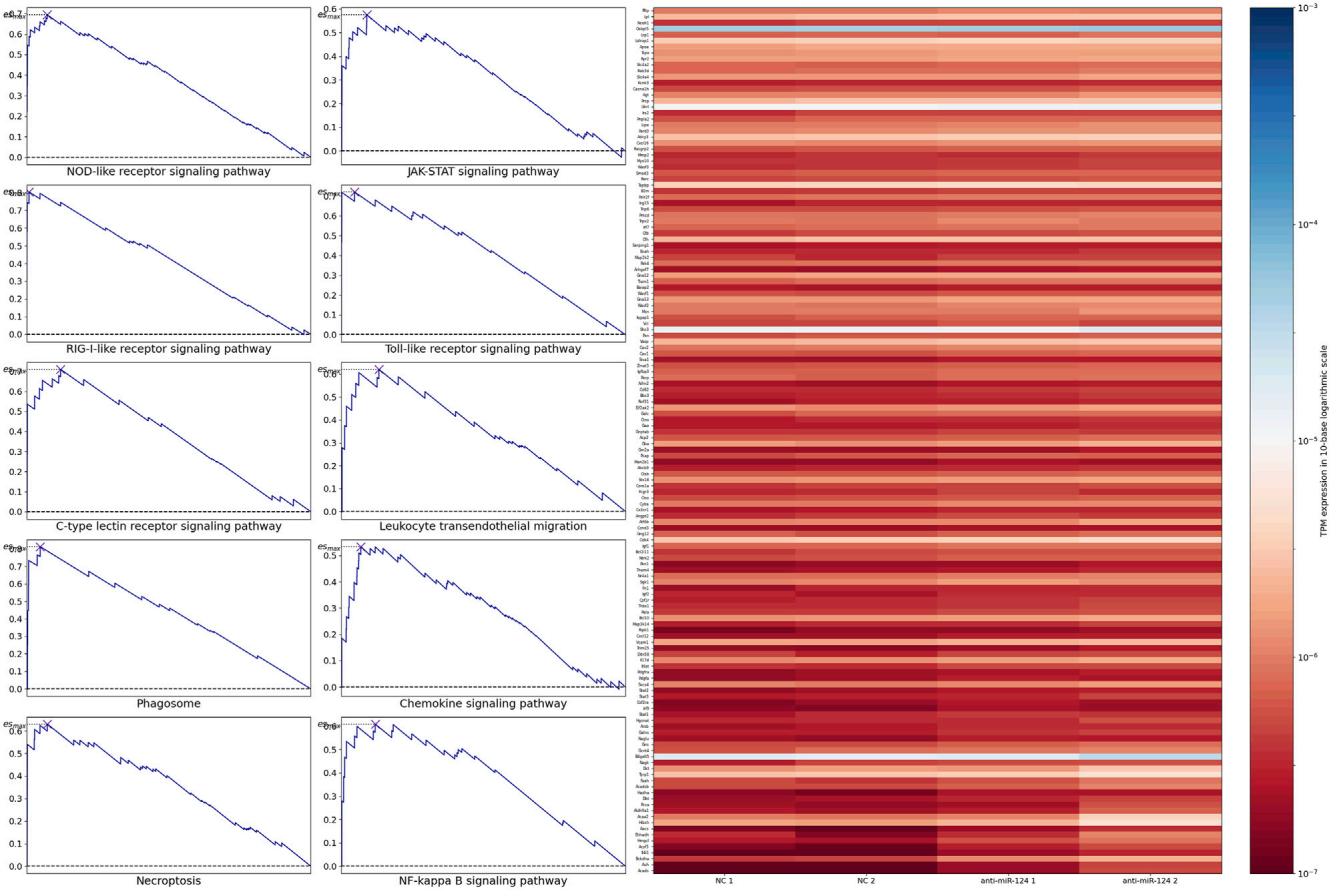
The left panel indicated the top 10 enriched pathways. The right panel indicated the expression level of the union of their leading-edge subsets.

### 3.3 The Weights of Frequent Gene Sets From the Leading-Edge Subsets

The Apriori algorithm was performed on the union of the leading-edge subsets to identify the frequent gene set. After the first iteration, 60 single genes were identified as frequent. 

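The first sheet of the copy of Data Sheet 2 used here lists 43 single genes with their weights, while its sheets together hold 60 genes, all of which are in the deposited counts. Of these, 55 had a higher TPM in the anti-miR-124 library of both pairs. The weight of a single gene is its expression difference. The paper's weights lie close to the natural logarithm of the TPM ratio summed over both pairs, a scale found by comparison with the paper's values. On this scale the median absolute difference between the computed and the paper's weight was 0.027, and 42 of the 43 genes lay within 1 SD of the pairs, doubled to this scale. Lying within that SD is a weak criterion, because it is wide where the pairs disagree. Baiap2 lay within it at 0.08 against the paper's 0.26. The largest weight was that of Irf7, at 4.50 ± 1.89 (SD, n = 2 pairs, each doubled to the scale of the sum) against the paper's 4.47, followed by Isg15 at 3.97 ± 1.11 against the paper's 3.94. Those of Irf9 and Eif2ak2 were 2.05 ± 0.76 and 1.98 ± 1.00. For 4 genes, Baiap2, Ntrk2, Stat3 and Ghrl, the pairs had opposite signs. Stat3 had a weight of 0.47 ± 0.76, so its difference was smaller than the spread between the pairs.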

Based on this, frequent gene sets with 2 and 3 genes were further identified, and no frequent gene sets were found with more than 4 genes. Values of ‖d‖ for frequent gene sets with 2 and 3 genes were calculated. In Figure 4, each colored line represents an interaction. The wider the height of the color line is, the greater the value of ‖d‖ . The background color of the gene represents the interactions between the gene and its downstream genes. The darker the background color of the gene is, the higher the number of interactions. 

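For 68 of the frequent gene sets with 2 genes, both genes also have a single-gene weight in Data Sheet 2, and the modulus of d was recomputed from the deposited counts. The Reactome interactions were not used here. The matrix of each set, with entries of -1, 0 or 1, was solved to return the paper's modulus from the paper's single-gene weights, and sets were kept where all matrices that do so gave nearly the same modulus. A comparison of the moduli therefore bears on the expression differences and not on the interactions. The ratio of the recomputed to the paper's modulus had a median of 1.02 and ran from 0.846 to 1.18. The set Irf9 and Isg15, chosen after its values were seen, had a modulus of 6.36, against the paper's 6.33. From mean log2 ratios in place of summed natural logarithms, this modulus was 4.59, with 3.56 in pair A and 5.62 in pair B. Prkcd, Igf1 and Trim25 have no single-gene weight in the sheet, and their sets were not recomputed. Their log2 TPM ratios were 0.19 and 0.48 for Prkcd, 0.49 and 0.05 for Igf1, and 0.41 and 1.02 for Trim25, in pair A and pair B respectively.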

Upstream of the frequent interactions with two genes, Prkcd, Igf1, Irf9, Cxcl12, Trim25, Stat2, Stat3 and Stat1 had a considerable ‖d‖ value and interactions with the downstream genes. 

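Of 389 frequent gene sets with 3 genes, 165 were recomputed in the same way, and the ratio to the paper's modulus had a median of 1.00 and ran from 0.867 to 1.16. The set Stat2, Irf9 and Isg15, chosen after its values were seen, had a modulus of 7.06 on the summed scale and also 7.06 in the paper. From mean log2 ratios it was 5.10, with 4.08 in pair A and 6.11 in pair B.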

For frequent interactions with 3 genes in the first set, genes with a considerable ‖d‖ value and interactions were Isg15, Prkcd, Eif2ak2, Cxcl12, Il6st, Pdgfra, Socs4, Stat2, Stat3, Csf2ra, Irf9 and Stat1. In summary, Prkcd, Irf9, Stat3, Cxcl12, Stat1 and Stat2 had the greatest interactions and the greatest value of ‖d‖ to downstream genes among all frequent transactions, indicating that they played a pivotal role in the downstream genes of miR-124-3p. 

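The order of the sets differed between the pairs. Across the recomputed sets with 2 genes, Spearman's rho with the paper's moduli was 0.745 for pair A and 0.941 for pair B, and across those with 3 genes it was 0.938 and 0.973. Sets share genes and are not independent, so no p-value is given. Without the anti-miR-124 library of pair B, the modulus of Irf9 and Isg15 on the log2 scale was 3.53, and without that of pair A it was 5.65. The paper adds up the interactions of each gene and ranks the sets by the modulus of d, in which the expression differences of a set are multiplied by its interactions. From the interactions and this modulus together, the paper infers a pivotal role for some of the genes downstream of miR-124-3p. Prkcd, Irf9, Stat3, Cxcl12 and Stat2 are among them.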

The frequent gene sets and their weights are shown in Data Sheet 2. RT-qPCR was performed to validate the expression of candidate genes. These genes exhibited a similar trend to the RNA-Seq results (Figure 5). 

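The RT-qPCR measurements were not analysed here. In the RNA-Seq libraries, all 12 candidate genes had a higher fitted expression in the anti-miR-124 group, and 10 had a higher TPM in both pairs. The positions are those of the deposited table, whose genes match GRCm38. Irf9, on chromosome 14 from 55603985 to 55610030, had 137 and 287 counts in the NC and anti-miR-124 libraries of pair A and 131 and 501 in those of pair B. Its log2 fold change was 1.47 (standard error 0.23, adjusted p = 0.672 over all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Isg15, on chromosome 4 from 156199424 to 156200818, it was 2.94 (standard error 0.57, adjusted p = 0.957, edgeR), from 6 and 7 counts in the NC libraries and 29 and 79 in the anti-miR-124 libraries. Eif2ak2, on chromosome 17 from 78852550 to 78882572, had a log2 fold change of 1.42 (standard error 0.27, adjusted p = 0.957, edgeR). A group of 8 genes had log2 fold changes between 0.18 for Csf2ra and 0.35 for Cxcl12. None of the 12 genes had an adjusted p-value under 0.05 over all genes tested, and 7 had one when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. With DESeq2's Wald test, Irf9 and Eif2ak2 had adjusted p-values under 0.05 over all genes. Csf2ra and Stat3 were lower in the anti-miR-124 library of pair A by TPM, with log2 ratios of -0.004 and -0.05, and their log2 fold changes were -0.01 and -0.07 without the anti-miR-124 library of pair B.

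**Figure D2:**
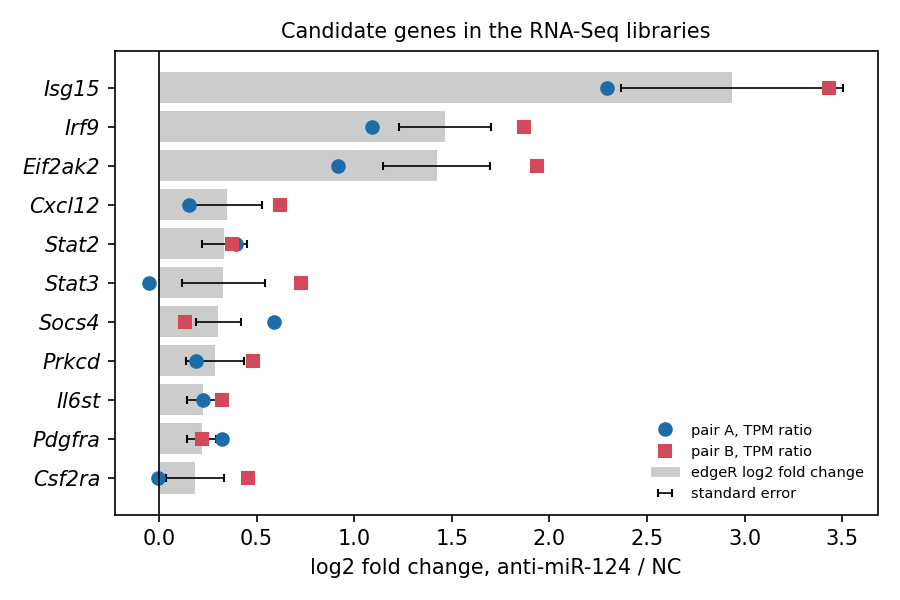
Log2 fold change of the anti-miR-124 group over the NC group (horizontal axis) for candidate genes (vertical axis). Grey bars are edgeR's log2 fold changes with their standard errors, and points are the log2 TPM ratios of pair A (blue circles) and pair B (red squares). Stat3 and Csf2ra lie under 0 in pair A and above 0 in pair B.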

Primer sequences were described in Data Sheet 3.

**FIGURE 4:**
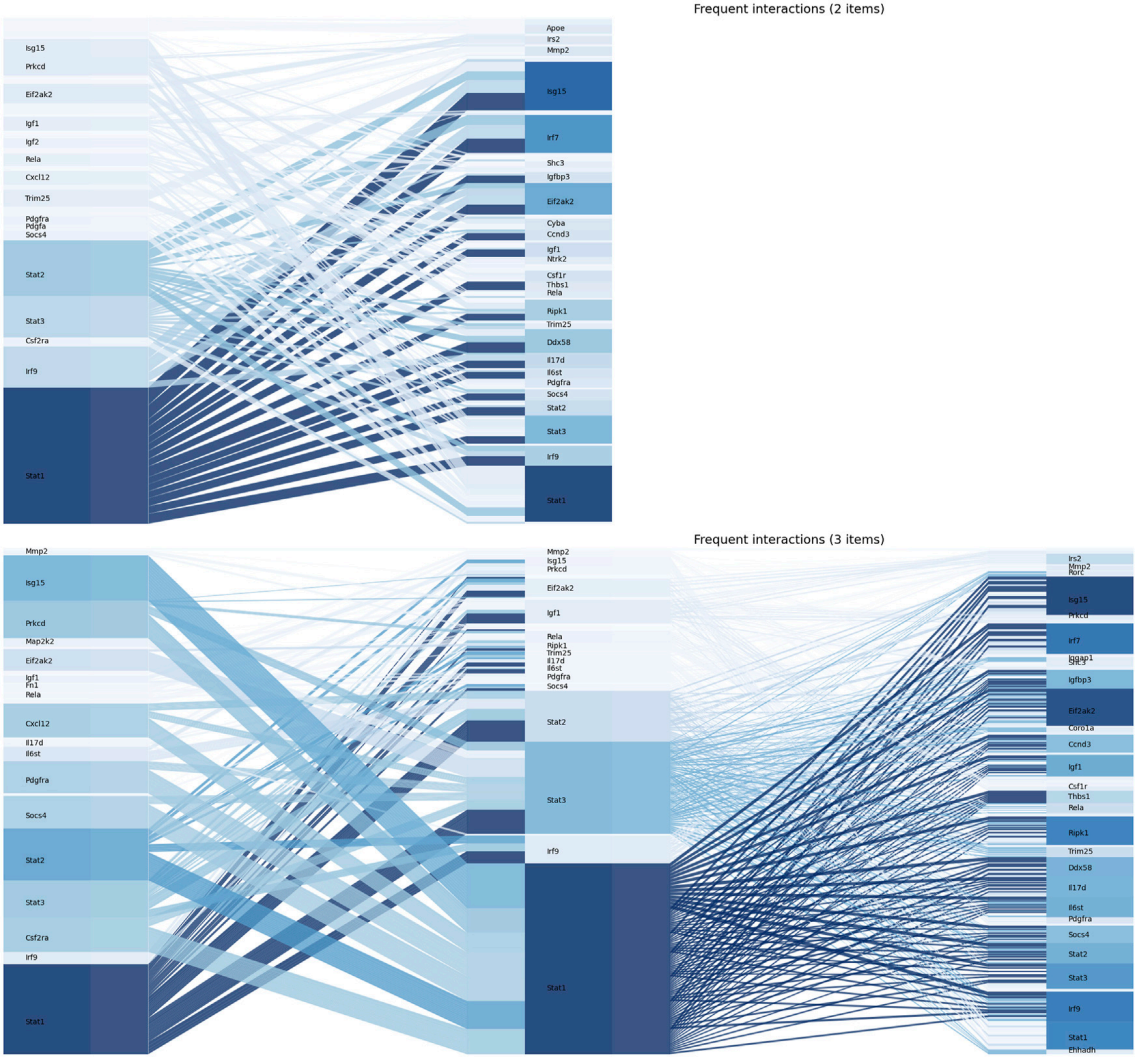
The figure illustrated d values and their interactions in frequent gene sets. The upper panel showed the expression patterns of frequent gene sets with two items, while the lower panel showed the expression patterns of frequent gene sets with 3 items.

**FIGURE 5:**
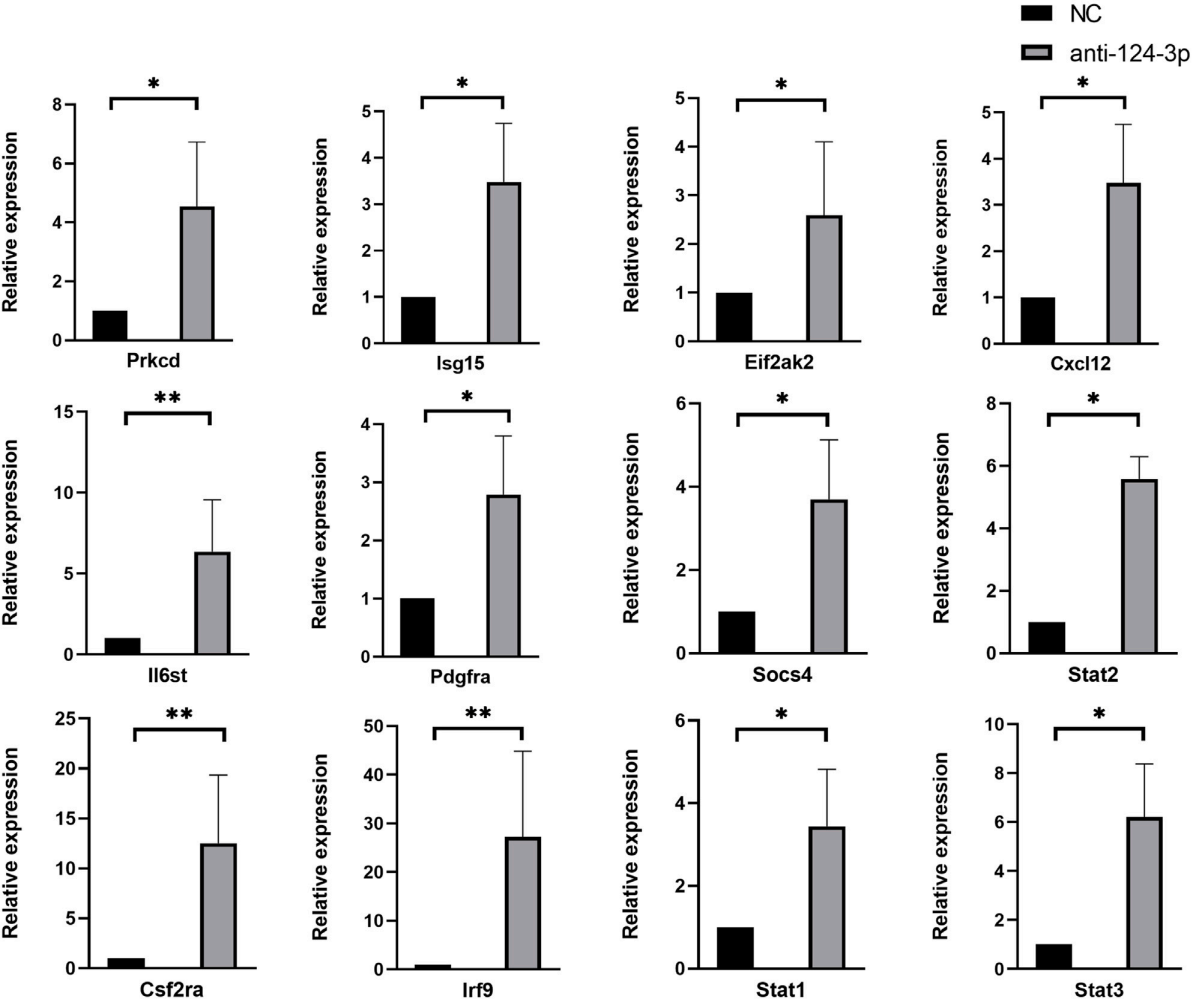
Results of RT-qPCR showed the expression of candidate genes bewteen NC and anti-124 group, which exhibited a similar trend to the RNA-Seq results. Each RT-qPCR experiment was repeated three times with independently isolated RNA samples. Results were presented as mean ± standard deviation (anti-miR-124 group, miR-124-3p knockdown group; NC group, negative control group; *p < 0.05, **p < 0.01)

## 4 Discussion

After gain and loss intervention of the upstream miRNA in a functional experiment, transcriptomics technologies such as RNA-Seq make it possible to obtain a large amount of downstream gene expression data in a single experiment. To handle high-throughput data, although there are many other methods based on the entire gene set analysis, such as CePa (Gu et al., 2012) and SPIA (Tarca et al., 2009), GSEA is still one of the most widely used and outperformed methods by focusing on the entire gene set rather than a single threshold (Bayerlová et al., 2015). Using GSEA, we analyzed the ranked gene list after knockdown of miR-124-3p to determine if they were enriched in given phenotypes, that is, KEGG pathways related to retinal development in our study. In the results, most genes in the anti-miR-124 group were upregulated compared to the NC group, and only pathways in upregulated genes showed significant enrichment, which was consistent with prior theories. A series of KEGG pathways with significant enrichment could be obtained as well as their leading-edge subsets of their associated genes by GSEA. However, for a low-throughput functional experiment, only one or several downstream genes and pathways were selected. The number of generated candidate genes is usually still too high and needs further refinement.

Since not all genes play an equally important role in a pathway, we hypothesized that the genes that have the most interactions with other genes in the entire leading-edge subsets are likely to be the most important. To obtain those genes or gene sets, interactions based on KEGG pathway topology were generated, and the Apriori algorithm was performed. The Apriori algorithm is designed for mining the frequent item set. Although it has exponential time complexity, interactions were generated based on the correlation matrix of a , and the nonexistent gene interactions (with an element equal to 0) were excluded, which reduced the amount of computation from bottom to top.

This greatly decreased the calculation time of the Apriori algorithm, making the calculation time acceptable. Moreover, we introduced a new statistic d to evaluate the connection between the prior knowledge and its actual expression. The larger the value of d in a gene or gene set, the better the agreement between the KEGG pathway topology and its actual expression. Accordingly, we further refined the result of leading-edge subsets.

The statistic d was a corrected expression vector, considering the relationship and gene expressions. For genes having interactions, if the expression levels did not conform to the prior interactions among them, the value of ‖d‖ might still be small even if the expression levels of these genes were large. This made the modulus of ‖d‖ a good representative of the comprehensive value of the gene set. The comparison of relative biological importance among gene sets could be achieved by comparing their ‖d‖ values. By sorting the value of ‖d‖ , critical genes or gene sets were identified.

## 5 Conclusion

In this study, through mRNA sequencing after miR-124-3p knockdown, GSEA was performed to identify significant KEGG pathways and their leading-edge subsets. We demonstrated that using the Apriori algorithm and defining the statistic d was a novel way to refine the GSEA results (Figure 6). The actual expression level and its correlation of a gene set was combined and represented by a single number, the modulus of d . According to this information, a series of key downstream genes and gene sets were identified.

**FIGURE 6:**
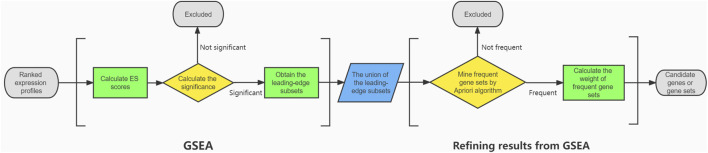
The flowchart of the proposed method.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## References

[B1] AckermannM. StrimmerK. (2009). A General Modular Framework for Gene Set Enrichment Analysis. BMC Bioinforma. 10, 47. 10.1186/1471-2105-10-47 PMC266105119192285

[B2] AgrawalR. SrikantR. (1994). “Fast Algorithms for Mining Association Rules,” in Proceedings of the 20th International Conference on Very Large Data Bases (United States: Morgan Kaufmann Publishers Inc.), 487–499.

[B3] BayerlováM. JungK. KramerF. KlemmF. BleckmannA. BeißbarthT. (2015). Comparative Study on Gene Set and Pathway Topology-Based Enrichment Methods. BMC Bioinforma. 16, 334. 10.1186/s12859-015-0751-5 PMC461894726489510

[B4] BushS. J. FreemL. MacCallumA. J. O’DellJ. WuC. AfrasiabiC. (2018). Combination of Novel and Public RNA-Seq Datasets to Generate an mRNA Expression Atlas for the Domestic Chicken. BMC genomics 19, 594. 10.1186/s12864-018-4972-7 30086717PMC6081845

[B5] CroftD. O'KellyG. WuG. HawR. GillespieM. MatthewsL. (2011). Reactome: a Database of Reactions, Pathways and Biological Processes. Nucleic acids Res. 39, D691–D697. 10.1093/nar/gkq1018 21067998PMC3013646

[B6] DamianiD. AlexanderJ. J. O'RourkeJ. R. McManusM. JadhavA. P. CepkoC. L. (2008). Dicer Inactivation Leads to Progressive Functional and Structural Degeneration of the Mouse Retina. J. Neurosci. 28, 4878–4887. 10.1523/JNEUROSCI.0828-08.2008 18463241PMC3325486

[B7] DilliesM.-A. RauA. AubertJ. Hennequet-AntierC. JeanmouginM. ServantN. (2013). A Comprehensive Evaluation of Normalization Methods for Illumina High-Throughput RNA Sequencing Data Analysis. Briefings Bioinforma. 14, 671–683. 10.1093/bib/bbs046 22988256

[B8] GuZ. LiuJ. CaoK. ZhangJ. WangJ. (2012). Centrality-based Pathway Enrichment: a Systematic Approach for Finding Significant Pathways Dominated by Key Genes. BMC Syst. Biol. 6, 56. 10.1186/1752-0509-6-56 22672776PMC3443660

[B9] HaM. KimV. N. (2014). Regulation of microRNA Biogenesis. Nat. Rev. Mol. Cell Biol. 15, 509–524. 10.1038/nrm3838 25027649

[B10] HacklerL. WanJ. SwaroopA. QianJ. ZackD. J. (2010). MicroRNA Profile of the Developing Mouse Retina. Invest. Ophthalmol. Vis. Sci. 51, 1823. 10.1167/iovs.09-4657 19933188PMC2868396

[B11] KaraliM. PelusoI. GennarinoV. A. BilioM. VerdeR. LagoG. (2010). miRNeye: a microRNA Expression Atlas of the Mouse Eye. BMC genomics 11, 715. 10.1186/1471-2164-11-715 21171988PMC3018480

[B12] KaraliM. PelusoI. MarigoV. BanfiS. (2007). Identification and Characterization of microRNAs Expressed in the Mouse Eye. Invest. Ophthalmol. Vis. Sci. 48, 509–515. 10.1167/iovs.06-0866 17251443

[B13] KaraliM. PersicoM. MutarelliM. CarissimoA. PizzoM. Singh MarwahV. (2016). High-resolution Analysis of the Human Retina miRNome Reveals isomiR Variations and Novel microRNAs. Nucleic Acids Res. 44, 1525–1540. 10.1093/nar/gkw039 26819412PMC4770244

[B14] LivakK. J. SchmittgenT. D. (2001). Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2−ΔΔCT Method. Methods 25, 402–408. 10.1006/meth.2001.1262 11846609

[B15] MalekiF. OvensK. HoganD. J. KusalikA. J. (2020). Gene Set Analysis: Challenges, Opportunities, and Future Research. Front. Genet. 11. 10.3389/fgene.2020.00654 PMC733929232695141

[B16] MonacoG. LeeB. XuW. MustafahS. HwangY. Y. CarréC. (2019). RNA-seq Signatures Normalized by mRNA Abundance Allow Absolute Deconvolution of Human Immune Cell Types. Cell Rep. 26, 1627–1640. e1627. 10.1016/j.celrep.2019.01.041 30726743PMC6367568

[B17] RitchieW. RajasekharM. FlamantS. RaskoJ. E. J. (2009). Conserved Expression Patterns Predict microRNA Targets. PLoS Comput. Biol. 5, e1000513. 10.1371/journal.pcbi.1000513 19779543PMC2736581

[B18] SubramanianA. TamayoP. MoothaV. K. MukherjeeS. EbertB. L. GilletteM. A. (2005). Gene Set Enrichment Analysis: A Knowledge-Based Approach for Interpreting Genome-wide Expression Profiles. Proc. Natl. Acad. Sci. U.S.A. 102, 15545–15550. 10.1073/pnas.0506580102 16199517PMC1239896

[B19] TarcaA. L. DraghiciS. KhatriP. HassanS. S. MittalP. KimJ.-s. (2009). A Novel Signaling Pathway Impact Analysis. Bioinforma. Oxf. Engl. 25, 75–82. 10.1093/bioinformatics/btn577 PMC273229718990722

[B20] WagnerG. P. KinK. LynchV. J. (2013). A Model Based Criterion for Gene Expression Calls Using RNA-Seq Data. Theory Biosci. 132, 159–164. 10.1007/s12064-013-0178-3 23615947

[B21] WagnerG. P. KinK. LynchV. J. (2012). Measurement of mRNA Abundance Using RNA-Seq Data: RPKM Measure Is Inconsistent Among Samples. Theory Biosci. 131, 281–285. 10.1007/s12064-012-0162-3 22872506

[B22] WangY.-P. LiK.-B. (2009). Correlation of Expression Profiles between microRNAs and mRNA Targets Using NCI-60 Data. BMC genomics 10, 218. 10.1186/1471-2164-10-218 19435500PMC2686738

[B23] WangY. WangX. JiangY. LiuR. CaoD. PanJ. (2020). Identification of Key miRNAs and Genes for Mouse Retinal Development Using a Linear Model. Mol. Med. Rep. 22, 494–506. 10.3892/mmr.2020.11082 32319662PMC7248464

[B24] WangZ. GersteinM. SnyderM. (2009). RNA-seq: a Revolutionary Tool for Transcriptomics. Nat. Rev. Genet. 10, 57–63. 10.1038/nrg2484 19015660PMC2949280

How the deposited data were processed for this re-analysis (not part of the article)

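The deposited data are from 4 RNA-Seq libraries of mouse retina, 2 of the anti-miR-124 group (left eyes) and 2 of the NC group (right eyes). The authors deposited read counts per gene, without normalization, and the gene lengths. The alignment and counting tools and the genome build were not found in the paper's text or the labels. The deposited table also holds 4 columns of RPKM values that the authors computed from the counts and lengths, which were not used here. Of 36837 gene symbols matched to the RefSeq annotation of GRCm38, 99.8% overlapped it in position. The libraries held between 16317239 and 18726963 counts, with a median of 17154789 in the NC group and 17938906 in the anti-miR-124 group. A gene with few counts has a large counting error at this depth, and the standard errors of the fits include it. No libraries were duplicates, as the chi-square value per degree of freedom between libraries was at least 3.69.

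The columns were assigned to the groups by the eye they name, and paired by the number they share. Pair A and pair B are names used here. The deviations of same-numbered libraries from their group means had a correlation of -0.16 over genes.

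TPM values and log2 TPM ratios were computed from the counts and lengths as in the paper's methods. The main test of single genes was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization, its filter on low counts, no covariate, testing both directions, with Benjamini-Hochberg adjustment and a threshold of 0.05. Counts were simulated with 200 genes changed before filtering and the common dispersion of these libraries for every gene. On them, the test called 99% of genes changed 4-fold and 63% of genes changed 2-fold. There were 2 wrong calls among 160 calls over 17468 genes. The simulation held no spread of dispersion between genes and no library that stood apart, so these shares do not give the power on the real libraries. There, no gene passed, although 36 tested interferon-stimulated genes had a median log2 fold change of 2.17. A count of 0 therefore does not mean that no gene changed 4-fold. DESeq2 1.42.0 was an alternative. Gene lists were tested with camera (limma 3.58.1) with a preset correlation of 0.01, for 24 marker lists written before the data were examined and 17 mouse Reactome sets from fgsea 1.28.0. The Reactome sets were chosen by name after some list results had been seen. Enrichment scores used 1000 permutations of the gene order. Seed matches of miR-124-3p were searched in the longest annotated 3' UTR of each gene (GENCODE M21), and median log2 fold changes were compared with 10000 random gene lists matched on mean expression and with other heptamers of the same bases. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other steps.

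The genes named in the text were fixed as the 12 genes of Figure 5, Igf1, Trim25, Irf7, Lhx2, the host genes of miR-124 and Gapdh, and the 5 higher and 5 lower genes with the smallest p-values among those past the threshold and changed the same way in both pairs, of which there were none. Other genes are named as chosen after their values were seen. Lhx2 had a log2 fold change of 0.03 (standard error 0.07) and Gapdh of -0.05 (standard error 0.07). The alternatives were other normalizations, filters, tests and designs, and leaving out each library in turn. The values of 1 candidate gene are not reported here. KEGG annotation, the Reactome interaction file and the RT-qPCR values were not used here.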

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

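The tests of explanations in this part were chosen after the results were seen.

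Interferon-stimulated genes that the study does not name were higher in the anti-miR-124 group. Of the 40 genes in the list, 36 were tested, 21 had a TPM of at least 1 in both NC libraries, and 8 were picked by the study. The 28 tested genes that the study did not pick had a median log2 fold change of 2.50, with 1.74 in pair A and 2.72 in pair B, and 25 were higher in both pairs. With the 3 genes whose NC libraries both lie at or under 3 counts set to their lower bound, this median was also 2.50. The whole list had an adjusted p of 1.41e-36 by camera with its preset correlation, but 0.541 by fry and 0.778 with an estimated correlation. The median log2 fold change of the whole list was 2.17, and it was 1.46 when the anti-miR-124 library of pair B was left out. Several technical explanations are argued against. The rise in pair B, with a median of 2.39, is not explained by the lens transcripts in an NC library, as that library is in pair A. Of 10000 random lists matched on length and expression, 0 reached the median of the list. In pair A, 0 of the 20 microglia genes reached the interferon list's median of 1.62, the highest being 0.56, which argues against a larger share of microglia there. In pair B, where the microglia genes had a median of 1.715, a larger share of microglia cannot be told apart from a change within cells. Loss of repression at seed matches in these genes could not be the whole source, since 20.0% of 35 genes with an annotated 3' UTR held a match, against 23.8% of all genes. The left eye, or the injected oligonucleotide in place of the loss of miR-124-3p, cannot be told apart from the knockdown, as 0 left-eye libraries belong to the NC group. The effect of the knockdown stays open as a hypothesis.

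Antigen presentation and immunoproteasome genes, which the study does not discuss, were also higher. Over 14 tested genes, none of which the study picked, the median log2 fold change was 0.726, with 0.23 in pair A and 1.09 in pair B, and 9 genes were higher in both pairs. The adjusted p was 1.08e-06 by camera, and 0.669 by fry. Of 10000 random lists matched on length and expression, 0 reached the median. Leaving out the anti-miR-124 library of pair B gave a median of 0.28. A larger share of microglia cannot be told apart from a response within the retina for this list, because the ratio in pair A, 0.233, is small and the microglia genes rose in pair B.

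Microglia and macrophage genes had a median log2 ratio of 1.715 in pair B and of -0.09 in pair A. Of the 20 genes in this list, 19 had a TPM of at least 1 in both NC libraries and 2 were picked by the study. The adjusted p over both pairs was 5.07e-05 by camera. The counts of C1qb, an abundant gene of the list chosen after its values were seen, were 174 and 169 in the NC and anti-miR-124 libraries of pair A and 123 and 484 in those of pair B. Genes of reactive gliosis moved in the same way, with a median of 1.81 in pair B and -0.327 in pair A, over 16 tested genes, and 3 of the 18 genes of that list belong to another list. Tissue damage or inflammation in 1 pool cannot be told apart from an effect of the knockdown, since the rise is in 1 library. With that library left out, the median of the microglia list was 0.12 and that of the gliosis list -0.17.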

How the results depend on the processing

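Alternatives described as added were chosen after seeing the data.

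The count of genes with an adjusted p-value under 0.05 was 0 with edgeR's main settings, and also 0 with DESeq2's size factors, total counts and upper quartile normalization, and with a mean of at least 10 counts per library. With the replicate number as a block it was also 0, with 376 genes at an unadjusted p-value under 0.05 against 694 without the block. The block rests on the numbers the columns share. With the numbers crossed, an added pairing, there were 160 genes. Without a filter there were 379 genes, for which edgeR estimated an infinite prior degree of freedom. DESeq2's Wald test gave 34 genes, 30 higher and 4 lower, all among the genes called with crossed numbers, and gave no adjusted p-value for 10541 genes. The causes of these differences were not tested. Leaving out 1 library leaves 1 in its group, so no count was made.

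Of the 12 candidate genes, 7 had a p-value under 0.05 adjusted over the list alone, and this count was 4 with upper quartile normalization and 4 with DESeq2's Wald test. It was 5 with the replicate block, 9 without a filter, 7 in the other alternatives set at the start, and, among added ones, 8 with robust edgeR, 8 with the lens genes left out and 10 with the numbers crossed. All 12 were higher under the alternatives that kept all libraries, and from 10 to 12 were higher across the fits that each left out 1 library. Across those fits, the log2 fold change of Csf2ra ran from -0.009 to 0.351 and that of Stat3 from -0.073 to 0.641, both lowest without the anti-miR-124 library of pair B. Among 120 log2 fold changes of candidate genes under the alternatives that kept all libraries, 108 kept their direction and their side of the threshold over all genes and 12 came to pass it. With 1 library left out, no test was run. Of 48 such log2 fold changes of candidate genes, 42 kept their direction and moved by no more than the standard error of a difference, 4 moved by more and 2 reversed, and of 36 such medians of lists, 32 kept their direction and moved by no more than the spread between pairs, 1 moved by more and 3 reversed. The reversed ones were those of Csf2ra and Stat3 and the medians of 3 of the lists that passed 0.05 by camera, in settings added later. The spread between pairs is wide where they disagree, so a median within it could still move far. Without the anti-miR-124 library of pair B, the microglia median fell from 0.93 to 0.12 and that of retinal astrocytes from 0.37 to 0.03. Both count among the 32, so that number does not show that the lists were robust. Across the libraries left out, the median ran from -0.017 to 1.165 for neutrophils and lymphocytes and from -0.167 to 1.722 for reactive gliosis, both lowest without the anti-miR-124 library of pair B, and from -8.559 to 0.323 for lens, highest without the NC library of pair A. The causes were not tested.

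The share of higher genes, 69.8% by TPM, was 48.3% with TMM, 49.97% with DESeq2's size factors and 47.8% with upper quartile scaling. It ran from 44.9% to 74.1% across the settings that each left out 1 library. With the lens genes left out, as added alternatives, it was 49.4% by TPM, 52.4% by TPM for protein-coding genes and 51.4% by TMM. Under the other filters, the pseudocount, the sign of the mean ratio, protein-coding genes alone (added) and the crossed pairing, it stayed between 64.8% and 77.2%.

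The modulus of d for Irf9 and Isg15, a set chosen after its values were seen, was 4.59 from log2 ratios, and by construction 3.18 with the natural logarithm and 6.36 with natural logarithms summed over both pairs, an added scale. It ran from 3.53 to 5.65 across the settings that each left out 1 library.

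Of 41 gene lists, 17 passed an adjusted p-value of 0.05 by camera, but 0 passed by fry and 0 with an estimated correlation between genes, and the cause was not tested. The smallest adjusted p-values were 0.541 by fry and 0.778 by camera with an estimated correlation. The interferon list had these values too, with 33 of its 36 tested genes higher in both pairs. With 2 libraries per group, failing these tests therefore does not set a list apart from that one. The count by camera was 17 with the replicate block and 13 without the genes the study names. The difference between genes with and without a seed match, 0.0190, ran from 0.0056 to 0.0319 across the settings that each left out 1 library, the lowest without the anti-miR-124 library of pair B. In pair A alone, an added setting, it was 0.0114. For Reactome sets, the settings that each left out 1 library had no rule on replicates. With all libraries and no such rule, 117 sets had a positive enrichment score and a permutation p-value under 0.05. The number of Reactome sets with a positive enrichment score and a p-value under 0.05, 121, was 78 with TMM and ran from 41 to 177 across the added settings that each left out 1 library, the lowest without the anti-miR-124 library of pair B.

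The alternatives meant for a file without counts, a pseudocount of 0.1 and no filter on low values, were not run, because the file holds counts.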

Differences from the paper's values

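The weights were compared on the scale of natural logarithms summed over both pairs, which was found from the paper's own values. Computed from TPM ratios, 1 of the 43 single-gene weights differed in sign or by more than the SD of the pairs. That SD is wide where the pairs disagree, so it does not measure how closely a weight was reproduced. Baiap2, at 0.08 against the paper's 0.26 with an SD of 0.195, did not count as different. The weight that did was that of Ghrl, at -0.04 against the paper's 0.59. With edgeR's log2 fold change in place of TPM ratios it was -0.11, and the gap stayed. With that alternative, other genes differed too, among them Baiap2 with 0.01 against the paper's 0.26, Pdgfa with 0.37 against the paper's 0.42 and Stat2 with 0.46 against the paper's 0.55. Leaving out libraries was not run for this comparison.

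The filtered list holds about 6300 genes in Fig. 1, read by eye, and 7608 here, and about 4200 of them are higher in Fig. 1, read by eye, against 5309 here. The paper's figure is of mRNA, whereas the list here includes non-coding genes. With protein-coding genes alone, an added setting, it held 6169 genes, 4631 of them higher. With a limit of 0.1 TPM the list held 10103 genes, 6612 of them higher, and with a limit of 10 TPM it held 4848 genes, 3740 of them higher. If the paper's TPM values are fractions of the total, the class it describes as too small to be seen in Fig. 1 is that from 100 to under 1000 TPM, which held 1853 to 2055 genes per library here. The paper states that most genes were upregulated, and the share of higher genes was 69.8% here by TPM. It was 48.3% with TMM, 49.97% with DESeq2's size factors and 47.8% with upper quartile scaling. These scalings centre the ratios near 0, so such shares do not argue against the paper's statement. The share by TPM is no sure support for it either, as 69.3% of genes were higher in pair A and 49.4% in pair B. With the lens genes left out of the TPM sum, an alternative chosen after the values were seen, the share of higher genes was 49.4%. The paper states that only pathways with a positive maximum ES were significant, and 3 Reactome sets with a negative maximum ES had a permutation p-value under 0.05 here. The paper keeps genes with the same trend in both replicates, whereas the log2 TPM ratios of Stat3 were -0.05 in pair A and 0.73 in pair B, and those of Csf2ra were -0.004 and 0.46. With the numbers crossed, Csf2ra was higher in both pairs, with a TPM of 6.31 against 5.99 and of 8.21 against 6.33, and Stat3 was lower in 1 pair, with 44.6 against 44.9. The paper lists NOD-like receptor signaling, necroptosis and chemokine signaling among its top pathways. The Reactome sets chosen by name for them had permutation p-values of 0.949, 0.81 and 0.319. Each was scored on only 7 genes, and its content was not compared with the KEGG pathway. These values therefore do not test the paper's result for those pathways.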

Other observations

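The tests of explanations in this part were chosen after the results were seen, apart from the comparisons of seed matches with matched lists.

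The higher share of genes by TPM ratio went with lens transcripts in the NC library of pair A. Leaving the lens genes out of the TPM sum changed the share of higher genes from 69.8% to 49.38%. It also changed the median log2 TPM ratio of pair A from 0.099 to 0.0003, while that of pair B stayed at -0.0033. Positive ratios made up 69.3% of genes in pair A and 49.4% in pair B, so the excess by TPM lay in pair A. A rise of all genes alike cannot be tested here, because TPM is a share of the library and scales such a rise away. Of 21 lens genes in the table, 19 had a TPM of at least 1 in the NC library of pair B too. The 15 crystallins had a median log2 fold of 8.68 in the NC library of pair A over the mean of the other libraries, and the other 6 lens genes had a median of 6.26, with all 6 higher. Of the abundant genes, chosen after their values were seen, Cryaa had a TPM of 14712 there and 51.7 in the anti-miR-124 library of pair B, and Mip had 607 and 1.46. A candidate explanation is lens tissue in that retina pool. No biological explanation was tested for it.

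Genes of cone photoreceptors were lower in the anti-miR-124 group, with a median log2 fold change of -0.48 over 12 genes, -0.23 in pair A and -0.75 in pair B, and 10 genes were lower in both pairs. The adjusted p was 1.64e-05 by camera, and neither fry nor an estimated correlation gave a list past 0.05. The median was -0.19 without the anti-miR-124 library of pair B, and all 12 genes had a TPM of at least 1 in both NC libraries. Of 10000 random lists matched on length and expression, 0 reached the median. A lower share of all photoreceptors is argued against by the rod list, in which 1 of 19 genes lay at or under the cone median and whose own median was 0.06. A response of cones or a smaller number of cones stays open and could not be separated here.

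Genes with a seed match of miR-124-3p (GTGCCTT or TGCCTTA) in the 3' UTR were slightly higher, with medians of 0.0223 for 3261 genes and 0.0033 for the others, a difference of 0.0190. Of 10000 random lists matched on expression, 0 had a difference as large, and 0 of 10000 also matched on 3' UTR length did, which argues against length as the cause. Among the 199 other heptamers of the same bases, 0 had a difference as large as the 0.0266 of GTGCCTT, the highest being 0.0235, and their median difference was 0.0096, so the baseline for such a heptamer lies above 0. The difference is consistent with relief of repression, as a hypothesis, but it was 0.0056 without the anti-miR-124 library of pair B, at percentile 90.9. A list of miR-124 targets, of which 36 genes were tested and 4 were picked by the study, did not pass 0.05 by camera (adjusted p = 0.0546, and 0.205 without the genes the study names). Its median log2 ratio was -0.08 in pair A and 0.24 in pair B, and its median log2 fold change of 0.08 became -0.01 without the anti-miR-124 library of pair B.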
